A study of Mus musculus with 29 samples. Its data were reported in "Repurposing the lineage-determining transcription factor Atoh1 without redistributing its genomic binding sites" (2022).

How the data were processed

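ChIP-seq peak lists were analysed for 9 combinations of line and antibody, made from 17 ChIP libraries and 12 input libraries of 6 doxycycline-inducible mouse embryonic stem cell lines. Groups were taken from the sample titles. The list named for 3 factors was matched to iGPA by its name. Atoh1 was precipitated through a FLAG tag, Pou4f3 through a MYC tag and Gfi1 with an antibody to the protein itself. Per the study's methods, the authors trimmed adapters, aligned reads to mm9 with Bowtie 2, removed duplicates, reads of low mapping quality and reads in blacklisted regions, and called peaks with MACS 2 on merged ChIP replicates against merged input replicates. No list therefore carries values per replicate, and no p-value was computed across sites, which are not replicates.

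The fold enrichment of each peak is a ratio of the ChIP fragments at the summit to the local background, computed by the authors. It was used to describe, rank or filter peaks within 1 list. The exception is the highest fold at the marker genes, which was taken over all lists. The deposited −log10 p and −log10 q values are those of the peak caller at the summit, and the lowest −log10 q in the lists was 1.30 to 1.32. The deposited summit lists name the peaks that the authors kept and carry a signal column whose definition was not stated, so the column was not used for any result. Between 14.1% and 35.5% of the called peaks were absent from the summit lists, by a filter that was not stated. The kept peaks were used throughout, and all called peaks were an alternative.

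Total read counts were not used here. The pileup and the local background of each peak were recovered by inverting the authors' fold enrichment and −log10 p for the whole number of fragments that gave both, with a tolerance of 0.001. These values are derived. They were found for 98.5% to 99.9% of the peaks in each list. The most frequent background was 3.55 fragments in the Gfi1 list and 5.87 to 8.30 in the others, and a local background over 2 times this value was called high. A list with a lower background has coarser steps of fold enrichment, and fewer weak sites can pass its threshold.

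Windows of 300 bp centred on summits were joined into 1 site where they shared at least 1 bp, as in the study's methods. Chance overlap came from 100 random shifts (seed 7), moving each peak of 1 list by 10 to 100 kb, with circular shifts along the chromosome as an alternative. Shares have exact Clopper-Pearson 95% intervals. They cover counting error only, and neighbouring sites are not independent. Indices, contrasts and differences have a jackknife SE that leaves out each chromosome in turn. It measures the spread between chromosomes and not between replicates. Their 95% limits are the SE times the normal quantile. The contrast of a factor is the mean Jaccard index of the 2 pairs of lists that differ by Gfi1 only minus that of the 2 pairs that differ by the other factor only.

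Patterns were searched on both strands in the 250 bp around each summit and in windows 1000 bp to each side, in the genome of build NCBIM37, the same assembly as mm9. All peak positions lay within its chromosome lengths. No weight matrix was searched. The shares depend on how strict a pattern is and include chance matches, so they are not lower bounds. Transcription starts were those of all annotated transcripts in the GENCODE annotation of that build. The first choice had been protein-coding genes, and it was changed after those shares were seen because Gfi1 is not typed as protein-coding there. A summit was placed in a short tandem repeat when at least 80% of the positions in the 100 bp around it equalled the position 1 unit further on, for a unit of 1 to 12 bp. Named sites were the 2 with the highest fold enrichment in each class on chromosomes 1 to 19 and X, and the marker genes were listed in advance.

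The groups, the comparisons of the results with their tests, the patterns, the rule for named sites and the first set of alternative settings were fixed before the data were examined. Most tests of explanations were chosen later, as stated with them. That set held windows of 100 and 1000 bp, full peak intervals, a −log10 p of at least 10, equal list length (15568 peaks), autosomes only, each chromosome left out, no merging, the overlap coefficient, the upper and lower parts of the Gfi1 list by −log10 p, Atoh1 sites without Pou4f3, other pattern settings and 5 kb around starts. Added later were all called peaks, a −log10 p of at least 20, the 5000 strongest peaks, sites absent from lines that lack the factor, starts of protein-coding genes, Gfi1 peaks outside repeats, mean log2 fold, and every setting of the differences between Jaccard indices. An alternative counted as moved when it left the interval of the reported value, differed by more than its 95% limit, or, for a number of sites, by more than 1.5 times. For median fold the limit was at least 1 fragment step, chosen after an SE of 0 was seen. The Gfi1 list, which is shorter, was left whole in the setting of equal list length.

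The scripts were tested on simulated data. Of 15000 simulated sites with 8000 shared, 8000 were recovered as shared. Pileup and background were recovered for 100% of 3000 simulated peaks. A pattern planted in 927 of 3000 simulated sites was found in 936, which includes chance matches. On the real lists, bedtools and the scripts both found 1307 of 3012 Gfi1 peaks with an iGPA Atoh1 peak. The software was Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, samtools 1.23.1 and bedtools 2.31.1. Gene expression was not analysed here.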

Results

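The data were peak lists from chromatin immunoprecipitation followed by sequencing (ChIP-seq), which locates the DNA bound by a protein. Mouse embryonic stem cell lines carried a doxycycline-inducible cassette with Atoh1, Pou4f3 or Gfi1, transcription factors of hair cell development, alone or in combination. The lines were grown as embryoid bodies, which are aggregates of differentiating stem cells, and were collected on day 6 after 48 h of doxycycline at 2 µg/ml. Of the 29 libraries, 17 were ChIP libraries and 12 were input libraries, from 6 lines. Atoh1 was precipitated in the lines iAtoh1 (Atoh1 alone), iG+A (with Gfi1), iP+A (with Pou4f3) and iGPA (all 3 factors). Pou4f3 was precipitated in iPou4f3, iG+P, iP+A and iGPA, and Gfi1 in iGPA. Each ChIP group had 2 libraries except Gfi1, which had 1.

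The authors called peaks on merged replicates, so no list has a spread between replicates, and the differences below are set against sampling intervals, random shifts and the spread between chromosomes. The Atoh1 lists held 15568 peaks in iAtoh1, 20504 in iG+A, 18949 in iP+A and 26231 in iGPA. The Pou4f3 lists held 22433 peaks in iPou4f3, 32632 in iG+P, 17082 in iP+A and 18751 in iGPA. The Gfi1 list held 3012 peaks. Median fold enrichment, the authors' value for each peak, lay between 2.96 in the iG+P Pou4f3 list and 4.40 in the Gfi1 list. Total read counts were not used here. The usual local background recovered from the peak values, a stand-in for depth, ran from 3.55 fragments in the Gfi1 list to 8.30 in the iP+A Atoh1 list. At a lower background the same fold enrichment gives a lower −log10 p, so weak Gfi1 sites were harder to detect.

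The first comparison asked how far Atoh1 binding differed between iAtoh1 and iGPA. After windows of 300 bp around the summits were merged, 8053 sites were shared, 7275 were found in iAtoh1 only and 17860 in iGPA only. The shared sites made up 52.5% of the 15328 iAtoh1 sites (exact 95% binomial interval 51.7 to 53.3) and 31.1% of the 25913 iGPA sites (30.5 to 31.6). After random local shifts of the iGPA list, 3.84% of the iAtoh1 sites were shared on average, and the highest of 100 shifts gave 4.31%. The alternative that moved the shared percentage of iAtoh1 sites most was equal list length, at 41.0%. The authors' filter took out 35.5% of the called iAtoh1 peaks and 17.2% of the called iGPA peaks. With all called peaks 12598 sites were shared, 40.9% of the iGPA sites, and 18232 were found in iGPA only. How many iGPA-only sites had an iAtoh1 peak that the filter took out was not tested. Shared peaks had higher fold enrichment than unshared peaks within each list. The medians were 3.42 and 2.93 in iAtoh1, and 4.31 and 3.32 in iGPA. The iGPA difference of 0.985 had a jackknife SE over chromosomes of 0.280. Fold enrichment takes discrete steps, so the SE of the iAtoh1 median difference came out at 0 and carries no information. On the mean log2 scale the differences were 0.28 (SE 0.0270) in iAtoh1 and 0.44 (SE 0.0461) in iGPA. With all called peaks the iGPA difference of medians was 0.163 (SE 0.204), within its 95% limit of 0.

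By the rule for named sites, the shared sites with the highest fold enrichment in the iGPA list lay on chromosome 11 at 69273416 to 69273737 (fold 72.1), in an intron of Dnahc2, and on chromosome 10 at 58387807 to 58388120 (fold 70.4), in an intron of Sh3rf3. Neither of these shared sites had the E-box, Pou4f or Gfi1 pattern. They had peaks in 7 and 6 of the 9 lists, so lists of other antibodies also had a peak there. All coordinates are on mouse build mm9. The top iAtoh1-only sites were intergenic, on chromosome 5 at 38414164 to 38414463 (fold 12.7) and chromosome 12 at 87074126 to 87074425 (fold 11.1). Both of these summits lay in a short tandem repeat with the unit AGAGGC. The top iGPA-only sites were intergenic, on chromosome 16 at 11782245 to 11782544 (fold 38.4) and chromosome 6 at 12777767 to 12778066 (fold 33.5). Both had the Pou4f pattern, and both were also the top co-bound sites described further on.

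The next comparison asked which partner changed the set of Atoh1 sites, measured by the Jaccard index, the number of shared sites over the number of all sites of a pair of lists. Lists that differed by Gfi1 only had indices of 0.289 (SE 0.00620) for iAtoh1 and iG+A and 0.319 (SE 0.00874) for iP+A and iGPA. Lists that differed by Pou4f3 only had 0.288 (SE 0.00618) for iAtoh1 and iP+A and 0.302 (SE 0.00799) for iG+A and iGPA. The lists that differed by both had the lowest values, 0.243 (SE 0.00430) for iAtoh1 and iGPA and 0.251 (SE 0.00602) for iG+A and iP+A. The contrast, the mean of the Gfi1 pairs minus the mean of the Pou4f3 pairs, was 0.00945 (SE 0.00232). It was past its 95% limit but small beside the indices. It changed sign, to -0.00923 (SE 0.00253), when sites with a peak in the Pou4f3 lists of the lines without Atoh1 were left out. For Pou4f3, lists that differed by Gfi1 only had indices of 0.340 (SE 0.0132) and 0.341 (SE 0.0125), and lists that differed by Atoh1 only had 0.330 (SE 0.0109) and 0.354 (SE 0.0188). The Pou4f3 lists that differed by both did not share the order of the Atoh1 lists. The index was 0.364 (SE 0.00706) for iPou4f3 and iGPA, the highest of the 6 pairs, and 0.291 (SE 0.00826) for iG+P and iP+A, the lowest. This order depended on the setting. At equal list length iG+P and iGPA had the highest index, 0.422, against 0.404 for iPou4f3 and iGPA. With all called peaks iG+P and iP+A had the highest, 0.363, against 0.352 for iPou4f3 and iGPA. The Pou4f3 contrast was -0.00158 (SE 0.00252), within its 95% limit of 0. Among peaks with a −log10 p of at least 10 it was -0.0254 (SE 0.00336), past that limit.

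**Figure D1:**
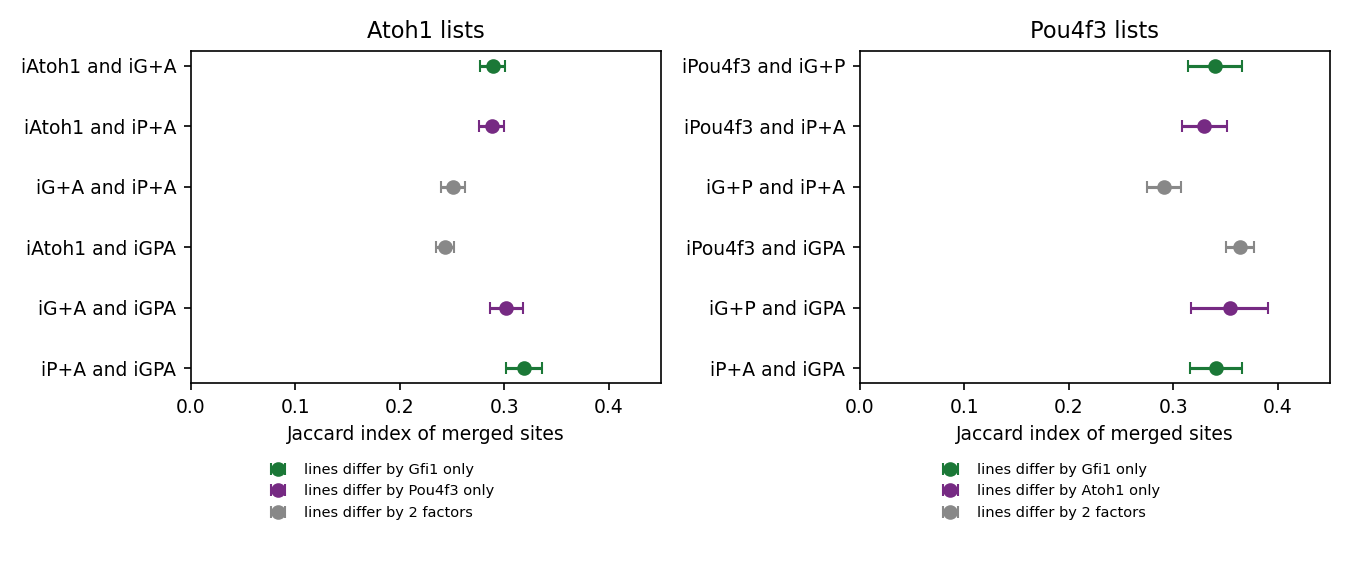
Jaccard index (horizontal axis, no unit) for each pair of Atoh1 lists (left) and Pou4f3 lists (right). Points are the indices and bars are 95% limits from the jackknife SE over chromosomes, and colours give the factors by which the lines differ; the Atoh1 pairs lie between 0.243 and 0.319 and the Pou4f3 pairs between 0.291 and 0.364.

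Atoh1 and Pou4f3 were then compared within iGPA. Of 25886 iGPA Atoh1 sites, 15.3% (14.9 to 15.8) had a Pou4f3 peak, against 0.926% on average after local shifts. Co-bound sites were those with both peaks in iGPA and no Atoh1 peak in iAtoh1. There were 3156, against a mean of 145 and a highest value of 172 after 100 local shifts. The alternative that moved this number most was a −log10 p of at least 10, which left 1489. At the co-bound sites, 58.3% (56.5 to 60.0) had an Atoh1 peak in iP+A and 11.4% (10.3 to 12.6) had one in iG+A. The difference was 46.9 percentage points (jackknife SE 1.34). Pou4f3 peaks were present at 49.6% of them in iPou4f3 (47.8 to 51.3), 59.9% in iG+P (58.2 to 61.6) and 59.9% in iP+A (58.2 to 61.7). At the 14665 iGPA-only sites without Pou4f3 the order of the Atoh1 lists was the opposite, with 29.8% in iG+A (29.0 to 30.5) and 23.3% in iP+A (22.6 to 24.0).

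**Figure D2:**
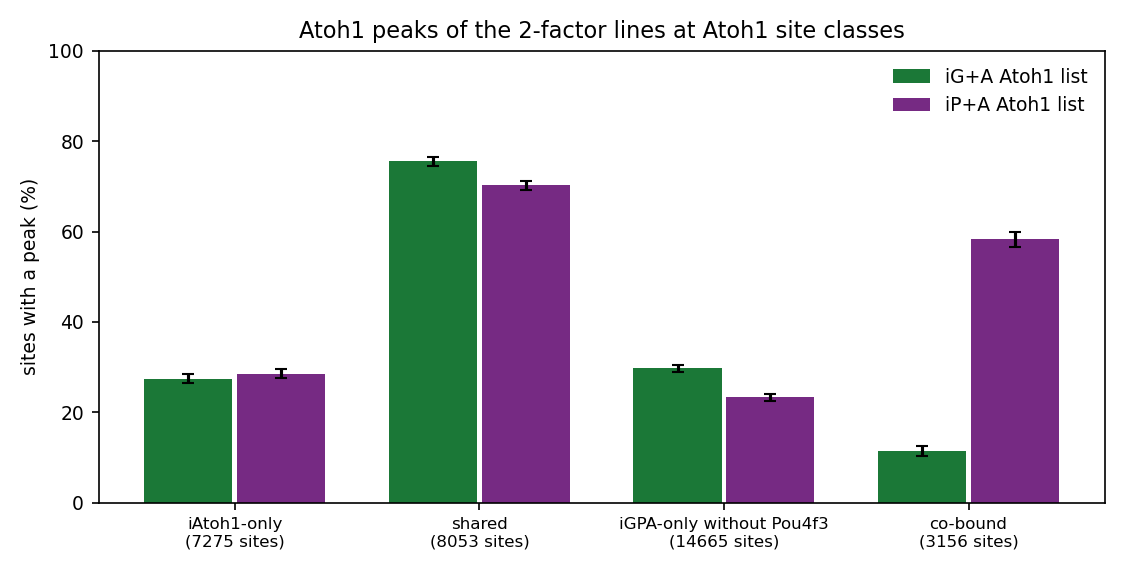
Percentage of sites (vertical axis) in each Atoh1 site class with an Atoh1 peak in the iG+A and iP+A lists, with exact 95% binomial intervals as bars. At co-bound sites the iP+A list reached 58.3% and the iG+A list 11.4%, and at iGPA-only sites without Pou4f3 the values were 23.3% and 29.8%.

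Sequence patterns were counted in the 250 bp around each summit and in flanking windows 1000 bp away. The E-box pattern RMCAKMTGKY was present at 21.4% of shared sites (20.6 to 22.4), 17.8% of iGPA-only sites (17.2 to 18.3) and 8.37% of iAtoh1-only sites (7.74 to 9.03), with 2.07%, 2.11% and 2.36% in their flanks. The looser E-box pattern raised the shared value to 77.3%. Co-bound sites had the E-box pattern at 14.1% (12.9 to 15.4) and the Pou4f pattern ATAATTAAT, with 1 mismatch allowed, at 36.8% (35.1 to 38.5). The flanks of co-bound sites had 2.22% and 8.90%. These shares depend on how strict the patterns are. With the looser E-box pattern 70.0% of co-bound sites had it, against 27.2% in the flanks, and with no mismatch 4.25% had the Pou4f pattern, against 0.412%. Within 1 kb of a transcription start lay 27.6% of shared sites (26.7 to 28.6), 26.7% of iGPA-only sites (26.0 to 27.3), 13.1% of iAtoh1-only sites (12.3 to 13.9) and 18.5% of co-bound sites (17.2 to 19.9). With the starts of protein-coding genes only, these shares were 25.2%, 24.9%, 10.4% and 17.1% in the same order.

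The Gfi1 list was compared with the other factors in iGPA to ask where Gfi1 met them. Its peaks merged into 3003 sites. Of these, 43.7% (41.9 to 45.5) had an Atoh1 peak, against 2.16% on average and 2.80% at most after local shifts. The alternative that moved this value most kept only Atoh1 sites without a peak in any Pou4f3 list, at 16.9%. Pou4f3 peaks were present at 23.8% of the Gfi1 sites (22.3 to 25.4), against 0.903% after shifts. Sites of Gfi1 alone numbered 1484 (49.4%, 47.6 to 51.2). Gfi1 with Atoh1 only gave 804 sites (26.8%), Gfi1 with Pou4f3 only 207 (6.89%), and all 3 factors 508 (16.9%). Pou4f3 was present at 38.7% of the Gfi1 sites with Atoh1 (36.1 to 41.4) and 12.2% of those without (10.7 to 13.9), a difference of 26.5 percentage points (jackknife SE 1.52). All Gfi1 values rest on 1 library.

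The Gfi1 pattern AATCACWGC was present at 9.91% of Gfi1-only sites (8.43 to 11.5) and 0.775% of their flanks. At sites of Gfi1 and Atoh1 it was present at 4.73% (3.37 to 6.43), above the 0.498% of the flanks (0.215 to 0.978), and at sites of all 3 factors at 2.76% (1.51 to 4.58). The E-box pattern was present at 15.4% of sites of Gfi1 and Atoh1 (13 to 18.1) and 1.68% of Gfi1-only sites (1.09 to 2.48), the latter within the interval of the flanks (1.28 to 2.25). The promoter share was 43.4% for Gfi1-only sites (40.9 to 46.0) and 32.1% for sites of Gfi1 and Atoh1 (28.9 to 35.4). The alternative that moved the Gfi1-only share most was a distance of 5 kb, at 58.5%.

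**Figure D3:**
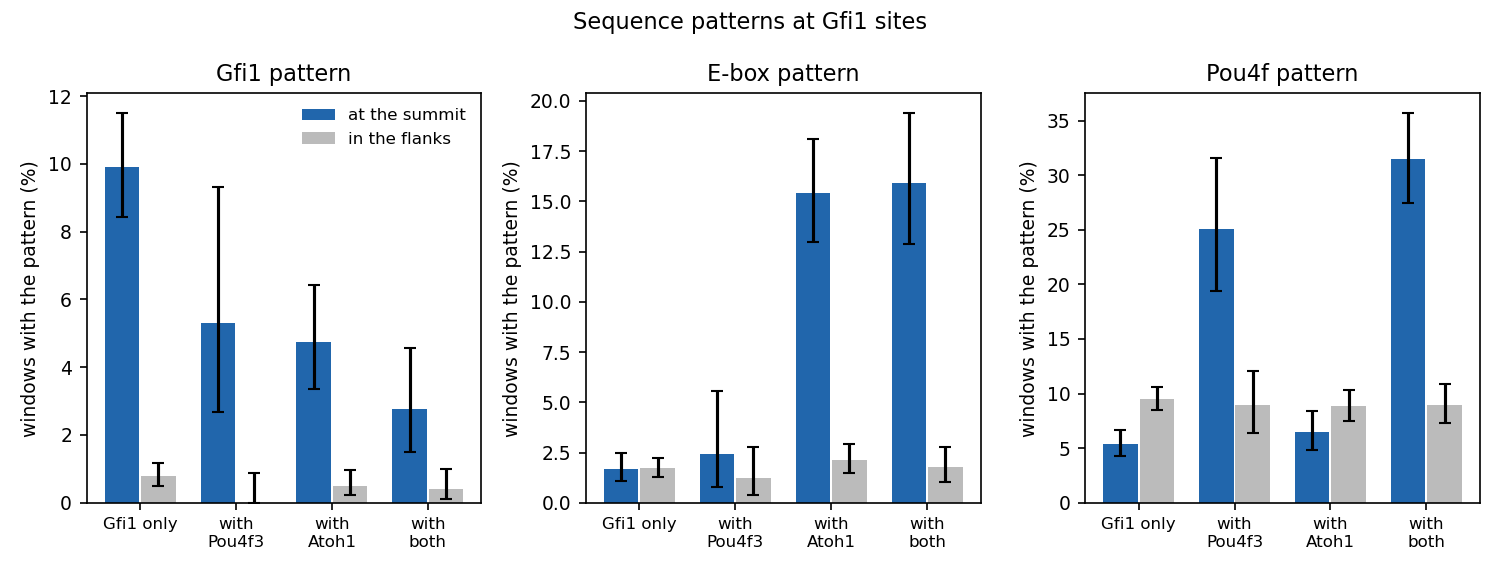
Percentage of 250 bp windows (vertical axes, which differ in range) with the Gfi1, E-box and Pou4f patterns at the summits of 4 classes of Gfi1 sites and in their flanks, with exact 95% binomial intervals as bars. The Gfi1 pattern was present at 9.91% of Gfi1-only sites and 4.73% of sites with Atoh1, and the E-box pattern at 1.68% and 15.4%.

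All of the Gfi1 sites named by the same rule lay in short tandem repeats and had no Gfi1 pattern. The top Gfi1-only sites were intergenic, on chromosome 2 at 172461734 to 172462033 (fold 113, unit AGCCGG) and at 119337067 to 119337366 (fold 105, unit AAAGC). The top sites of Gfi1 and Atoh1 were intergenic, on chromosome 13 at 64835967 to 64836306 (fold 112) and chromosome 9 at 61282611 to 61282921 (fold 40.6), both with the unit AAAGC. The top sites of all 3 factors were on chromosome 3 at 58469605 to 58470160 (fold 220, unit AGCCGG), 20127 bp from the start of Siah2, and on chromosome 4 at 97775612 to 97775946 (fold 104, unit AAAGC), in an intron of Nfia. Of the 100 Gfi1 peaks with the highest fold, 73 lay in such repeats, against 88 of the other 2912. The repeats were examined after these sequences were seen.

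Peaks were also assigned to the nearest transcription start of 12 genes that the study used as markers or as induced factors. The iGPA Atoh1 list had peaks at 10 of the 12, the iAtoh1 list at 6 and the Gfi1 list at 4. These lists also differ in length, with 26231, 15568 and 3012 peaks in the same order. The Gfi1 list had peaks at Tubb3 and at the induced factors Atoh1, Gfi1 and Pou4f3, where each lay in an exon of that gene. Dcx had no peak in any list. Myo7a had 5 peaks in the iGPA Atoh1 list and none in the other lists, the highest in an untranslated region on chromosome 7 at 105267532 to 105268226 (fold 4.06). Otof had peaks in the Pou4f3 lists only, and Tubb3 in the Atoh1 and Gfi1 lists only. The peak with the highest fold in these genes lay upstream of Pou4f3 on chromosome 18 at 42552767 to 42553151 in the iGPA Pou4f3 list (fold 18.2), and the iPou4f3 list had the same fold there. The usual backgrounds of these lists were 5.87 and 7.41 fragments, so equal fold need not mean equal binding. Chosen after its values were seen, the Atoh1 coding exon on chromosome 6, from 64679317 to 64680369, had a peak in all 7 lists from lines with the inserted Atoh1 and in 0 of the 2 lists from lines without it.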

Values the study reported

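The study reported 15,568 Atoh1 sites in iAtoh1 cells and 26,231 in iGPA cells. It divided them into 7,279 sites of iAtoh1 only, 8,056 sites of both and 17,851 sites of iGPA only. It also overlapped the Atoh1 peaks of iAtoh1 and iGPA with the Pou4f3 peaks of iGPA. From that overlap it gave a cluster of 3155 sites bound by Atoh1 and Pou4f3 together in iGPA. For Gfi1 it gave 3003 peaks, of which 43% overlapped Atoh1 peaks and 50% overlapped neither of the other factors. It placed 49.6% of the sites of Gfi1 alone near promoters.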

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

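The tests of list length, of the authors' filter and of the calling threshold were chosen only after the results had been seen, although the settings of equal list length and of a −log10 p of at least 10 had been fixed earlier. How the threshold test was read was corrected after its value had been seen. The other settings of the differences between Jaccard indices, and their weight in the test of list length, were also added after, as was the test of the filter on strong peaks.

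With the main settings, adding a factor changed the lists by different amounts in different lines, in 3 of the 4 differences that were compared. The Jaccard index of Atoh1 lists that differ by Gfi1 only was 0.0302 higher with Pou4f3 than without (SE 0.00620). For Atoh1 lists that differ by Pou4f3 only, it was 0.0146 higher with Gfi1 than without (SE 0.00611). For Pou4f3 lists that differ by Atoh1 only, it was 0.0244 higher with Gfi1 (SE 0.00844). The remaining difference, of Pou4f3 lists that differ by Gfi1 only, was 0.000658 (SE 0.00294). Each SE is a spread between chromosomes, so it cannot speak for replicates.

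List length is a technical explanation, since a Jaccard index depends on the lengths of both lists. At equal list length the differences were 0.0338 (SE 0.0103), 0.0190 (SE 0.0122) and 0.0655 (SE 0.0104) in the same order. The second was then within its 95% limit of 0, with a larger SE and not a smaller value. Among the 5000 strongest peaks of each list, which also have equal length, the differences were 0.0304 (SE 0.00758), 0.0272 (SE 0.00626) and 0.0774 (SE 0.010), all past their limits. These values argue against list length alone. The fourth was -0.0309 (SE 0.00632) at equal length and -0.0763 (SE 0.00801) among the strongest peaks.

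The first and the second difference changed sign in 3 settings and kept it in the others, with 0.0200 (SE 0.00486) and 0.0232 (SE 0.00439) for sites absent from lines that lack Atoh1. The first was -0.00641 (SE 0.00720) at a −log10 p of at least 10, -0.0579 (SE 0.0161) at 20 and -0.0297 (SE 0.0145) with all called peaks. The second was -0.00456 (SE 0.00606), -0.0455 (SE 0.00965) and -0.0351 (SE 0.0149) in the same order. It kept its sign but was smaller and within its 95% limit of 0 in some other settings. These were full peak intervals, at 0.00784 (SE 0.00614), and 1000 bp windows, at 0.0117 (SE 0.00801). The third was 0.109 (SE 0.0159) and 0.166 (SE 0.0150) at the stricter limits and 0.00973 (SE 0.00898) with all called peaks, within its 95% limit of 0. The fourth, close to 0 as reported, was -0.104 (SE 0.0135), -0.244 (SE 0.0128) and -0.0152 (SE 0.00372) in the order of the first. It was 0.0154 (SE 0.00285) with 100 bp windows and -0.0263 (SE 0.00371) with 1000 bp windows, so its sign depended on the window. Equal length does not equalise depth, so for the first 3 differences an effect of depth cannot be told apart from one of the factors. The spread between replicates is unknown. The interaction of factors that the design names stays open and untested.

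Peaks that the authors left out of the iGPA Atoh1 list were found at 13% of the iAtoh1-only sites (12.2 to 13.8), against 4.18% on average and 4.71% at most after 100 local shifts. These peaks enter no main comparison. If the filter had made the iAtoh1-only class, most of its sites would have such a peak, and 13% argues against that as the main cause. A second technical explanation, peaks near the calling threshold that pass it in 1 list by chance, had the values it needs. Unshared peaks had lower fold, and the shared percentage rose from 52.5% to 59.0% when both lists kept peaks with a −log10 p of at least 10. The same setting lowered the shared percentage of iGPA sites from 31.1% to 24.8% and the Jaccard index from 0.243 to 0.212, so it did not make the lists more alike as a whole. Against the whole iGPA list, the percentage of iAtoh1 peaks with a partner was 43.6% below that limit, 73.3% at or above it, and 89.2% at a −log10 p of at least 20. Before the filter the last 2 values were 83% and 94.8%. Of the 1263 iAtoh1 peaks with a −log10 p of at least 10 and no partner, 36.3% (33.6 to 39.0) had an iGPA peak that the filter had taken out, against at most 10.1% after shifts. Of the 128 such peaks at 20 or more it was 51.6% (42.6 to 60.5), against at most 16.4%. The filter thus accounts for a large part of the strong peaks without a partner, and the interval leaves open whether it is most of them. Part of the iAtoh1-only class may be a matter of threshold, and loss of binding in iGPA stays open for the strong peaks that had no partner before the filter either.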

How the results depend on the processing

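The alternatives chosen only after results were seen were all called peaks, a −log10 p of at least 20, the 5000 strongest peaks, sites absent from lines that lack the factor, starts of protein-coding genes, Gfi1 peaks outside repeats, mean log2 fold, and every setting of the differences between Jaccard indices. Of 95 alternative values of the 10 main comparisons, 45 stayed within their limits, 49 moved and 1 reversed. Of 379 other values, 187 stayed, 186 moved, 116 to higher and 70 to lower values, and 6 reversed. No paired analysis was possible because peaks were called on merged replicates. Leaving out each replicate was planned and was not run for the same reason.

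The 6 were differences between Jaccard indices of Atoh1 lists. For pairs that differ by Gfi1 only, the difference with and without Pou4f3 went from 0.0302 to -0.00641 at a −log10 p of at least 10, -0.0579 at 20 and -0.0297 with all called peaks. For pairs that differ by Pou4f3 only, the difference with and without Gfi1 went from 0.0146 to -0.00456, -0.0455 and -0.0351 in the same order. The cause was not tested.

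The main comparison that reversed was the Atoh1 contrast, which went from 0.00945 to -0.00923 without sites found in the Pou4f3 lists of the lines that lack Atoh1. The pairs that differ by Gfi1 only fell from 0.289 to 0.276 and from 0.319 to 0.296, and the pairs that differ by Pou4f3 only, at 0.284 and 0.307, stayed within their limits. The setting also removes the co-bound sites with a peak in those lists, which are 49.6% in iPou4f3 and 59.9% in iG+P. The Pou4f3 contrast was -0.00666 without sites found in the Atoh1 lists of the lines that lack Pou4f3, and the shared percentage of iAtoh1 sites was 53.7% without sites found in the Pou4f3 lists. The cause of these changes and of those below was not tested.

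The Atoh1 contrast was 0.0220 at a −log10 p of at least 10, 0.0229 at 20, 0.0235 among the 5000 strongest peaks, 0.0177 at equal list length, 0.0148 with all called peaks and 0.0347 as an overlap coefficient, which is on another scale. The Pou4f3 contrast was -0.0254, -0.0298, -0.0161, -0.0189, -0.00673 and -0.0669 in the same order. The Pou4f3 contrast was thus within its 95% limit of 0 as reported and past it in these alternatives.

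The percentage of iAtoh1 sites shared with iGPA was 45.8% with 100 bp windows, 61.9% with 1000 bp windows, 51.4% with full intervals, 59.0% at a −log10 p of at least 10, 41.0% at equal list length and 55.5% with all called peaks. It ran from 51.5% to 55.3% when each chromosome was left out. The difference of median fold in iAtoh1 was 0.611 with 100 bp windows, 0.611 with full intervals, 0.733 at a −log10 p of at least 10, 0.674 at equal list length and 0.352 with all called peaks. In iGPA the difference fell from 0.985 to 0.163 (SE 0.204) with all called peaks, within its 95% limit of 0, and rose to 2.33 (SE 0.285) at a −log10 p of at least 10. On the mean log2 scale only the direction was compared, and it was the same in both lists.

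The number of co-bound sites was 1489 at a −log10 p of at least 10. The difference between iP+A and iG+A at co-bound sites was 50.8 points with 100 bp windows, 42.5 with 1000 bp windows, 50.7 at a −log10 p of at least 10, 58.7 at equal list length and 43.1 with all called peaks.

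The percentage of Gfi1 sites with Atoh1 was 32.9% with 100 bp windows, 53.3% with 1000 bp windows, 41.8% with full intervals, 32.6% at a −log10 p of at least 10, 34.9% at equal list length, 52.6% with all called peaks, 16.9% with only Atoh1 sites free of Pou4f3 peaks and 45.5% outside repeats. The last value lies at the upper edge of the main interval. The setting of equal list length shortened the Atoh1 list and left the Gfi1 list whole, which can hardly raise this percentage. The difference in Pou4f3 between Gfi1 sites with and without Atoh1 was 30.8 points with 100 bp windows, 31.1 at a −log10 p of at least 10 and 37.7 with all called peaks.

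The E-box share of shared sites was 18.5% within 100 bp and 77.3% with the looser pattern. The promoter share of Gfi1-only sites was 58.5% within 5 kb, 40.0% with protein-coding starts and 47.5% outside repeats. The Gfi1 list rests on 1 library and had the lowest recovered background, which limits every Gfi1 value. How many weak Gfi1 sites were missed was not tested.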

Other observations

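The tests chosen only after the result was seen were both tests of the repeats, the comparison with chance of the Gfi1 overlap with Atoh1 sites free of Pou4f3 peaks (a setting fixed earlier), the Gfi1 pattern at sites of Gfi1 and Atoh1, the patterns at iAtoh1-only sites with an iG+P peak and their share outside some chromosomes and in the other lists, the contrast among the strongest peaks, both tests of co-bound sites, the background filter and the coding exons.

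The strongest peaks of the Gfi1 list lay in short tandem repeats, which was noticed when sequences of its highest peaks were read. Of the 100 peaks with the highest fold, 73.0% (63.2 to 81.4) were in a repeat, against 3.02% of the rest and 0.531% of the flanks of the whole list. In the other 8 lists the top 100 had between 0% and 10.0%. Of 161 Gfi1 peaks in repeats, 105 had the unit AAAGC, which was found at 3 peaks of the iGPA Atoh1 list and 1 of the iGPA Pou4f3 list. None of the 161 had the Gfi1 pattern, a share of 0 with an upper limit of 2.27%, against 7.40% of the other Gfi1 peaks. That argues against binding through this pattern at these summits. A run of the unit AAAGC cannot hold the pattern, so the contrast with the other peaks follows largely from how repeats were chosen. Reads that map to repeats in this line whatever the antibody, or that its input lacks, would also give peaks in the Atoh1 or Pou4f3 lists of iGPA. Only 18.6% (12.9 to 25.5) had one before the authors' filter, against 55.7% of the other Gfi1 peaks, which argues against that explanation. An antibody that precipitates something bound to these repeats, or a fault of the single Gfi1 library, may be the source, and no test here separates them.

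Gfi1 sites overlapped Atoh1 sites far more than chance, and 6 explanations were tested. Local clustering gave 2.16% against the observed 43.7%. The lower part of the Gfi1 list by −log10 p, split at its middle, had 44.3% and the upper part 43.0%, with overlapping intervals, which argues against weak peaks. Among Gfi1 sites over 5 kb from a start, 52.6% had Atoh1, against at most 3.02% after shifts, which argues against open promoters as the whole cause. Atoh1 sites without a peak in any Pou4f3 list met 16.9% of the Gfi1 sites, against at most 1.46%, which argues against regions enriched with every antibody as the whole cause. Leaving out repeats gave 45.5%, not a lower value, which argues against repeats. The Gfi1 pattern was at 4.73% of the sites of Gfi1 and Atoh1, above the 0.498% of the flanks, so recruitment through Atoh1 alone is not a full account of these sites. It stays open for the larger part that lacks the pattern. A shared region bound by both factors in iGPA may explain the overlap, as a hypothesis. Replicates of Gfi1 would be needed to go further.

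Of the iAtoh1-only Atoh1 sites, 26.8% had a peak in the iG+P Pou4f3 list, a line without Atoh1, against at most 8.27% after local shifts, which argues against local clustering. The share was 8.63% for iPou4f3, the other line without Atoh1, 14.9% for iP+A Pou4f3, 3.24% for iGPA Pou4f3 and 1.86% for Gfi1, against at most 2.63%, 4.63%, 1.72% and 0.756%. These 1951 sites had the E-box pattern at 2.05% (1.47 to 2.78), no more than their flanks at 2.28%, and the Pou4f pattern at 9.38%, within the interval of the flanks. The other iAtoh1-only sites had the E-box pattern at 10.7%. The 1951 sites had peaks in the iPou4f3, iP+A Pou4f3, iGPA Pou4f3 and Gfi1 lists at 16.6%, 29.8%, 7.07% and 3.02%, and the other iAtoh1-only sites at 5.71%, 9.41%, 1.84% and 1.43%. In the iG+A and iP+A Atoh1 lists the shares were 37.3% and 39.4%, against 23.8% and 24.5% of the other iAtoh1-only sites. Regions enriched whatever the antibody could produce this, although most of the 1951 sites had no peak in any given one of these lists. Extra copies of a chromosome could add to it. Chromosome 14 held 568 of these sites, and its share was 2.03 times (1.84 to 2.23) its share of the other iAtoh1-only sites, with an interval that includes the limit of 2 set in advance, so the value is marginal. Chromosome 14 is 4.72% of the genome but held 13.4% of the iAtoh1 peaks, the highest share of any list, and 9.85% of the iG+P peaks, against 8.66%, 6.32% and 5.50% of the iP+A, iPou4f3 and iGPA Pou4f3 peaks. Before the authors' filter it held 11.7% of the iG+P peaks, against 12.5%, 7.49% and 6.96% in the same order. Of the kept peaks it held 10.9% in the iG+A Atoh1 list, 10.1% in iP+A Atoh1, 7.18% in iGPA Atoh1 and 7.60% in Gfi1. Its share was thus above its 4.72% of the genome in every list, and the excess was not confined to iAtoh1 and iG+P. Outside chromosome 14, 23.3% of the iAtoh1-only sites had an iG+P peak, against at most 6.16% after shifts. Outside chromosomes 14, 4, X and 13, which had more than their share, it was 18.9%, against at most 4.27%. This argues against extra copies as the whole cause, and they stay open only for those chromosomes. Regions enriched whatever the antibody stay open, and part of the iAtoh1-only class may be technical.

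The Atoh1 contrast was close to 0, although co-bound sites differed strongly between iP+A and iG+A. Weak peaks may hide a difference, since among the 5000 strongest peaks of each list the contrast was 0.0235, larger than the main value by more than its 95% limit. Its direction was that lists differing by Gfi1 were the more alike. The other test left out sites enriched in lines without Atoh1 and gave -0.00923. That is neither farther from 0 nor close to the main value, so it met neither outcome set down in advance. It also removes many of the co-bound sites, so whether such regions make all pairs alike cannot be told apart from their loss.

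Co-bound sites had an iP+A Atoh1 peak more often than an iG+A one. A list that catches more sites of any kind would show the same order elsewhere. At iGPA-only sites without Pou4f3 the iP+A percentage minus the iG+A percentage was -6.47 points (SE 0.403), which argues against that. Signal carried over from DNA bound by Pou4f3 would leave the E-box pattern at the level of the flanks, and it was at 14.1% against 2.22%, which argues against carry-over at all of these sites. The design offers Pou4f3 itself as a candidate explanation, as a hypothesis.

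Peaks absent from the authors' summit lists had a high local background more often than kept peaks in 9 of 9 lists. Over all lists, 20.5% of the peaks left out and 1.41% of the kept peaks had one. This is what a filter on local background, which may be part of the cause, needs. Among the peaks left out, those with a high background were 64.6% in the Gfi1 list and 13% to 39.4% in the other 8 lists. Most of the peaks left out of those 8 lists had no such background, so it cannot account for them, and the rest of the filter is unknown.

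Peaks over the Atoh1 coding exon were in 7 of 7 lists from lines with an inserted Atoh1 and in 0 of 2 from lines without it. Reads from the inserted Atoh1 copy may be their source. Peaks over the Pou4f3 coding exons were in all 7 lists from lines with an inserted Pou4f3, and also in 2 of the 2 lists from lines without it, so reads from the inserted Pou4f3 copy cannot be the only source there.

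Merged sites found in 5 to 8 of the 9 lists lay near a transcription start more often, between 30.9% and 41.5%, than sites found in 1 to 4 lists, between 19.5% and 21.9%. For the 55 sites in all 9 lists the share was 29.1% (17.6 to 42.9). No biological explanation was tested for this.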
